A study of Mus musculus with 14 samples. Its data were reported in "Joint single-cell DNA accessibility and protein epitope profiling reveals environmental regulation of epigenomic heterogeneity" (2018).

How the data were processed

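Bulk ATAC-seq had been done on 4T1 cells in normoxia and at 6 lengths of hypoxia, from 6 to 72 h at 1% oxygen, with 2 samples per group and 14 in all. Groups were taken from the sample labels. The labels of the control samples name a normoxic culture and give no oxygen level. The treatment text of these samples repeats the protocol for 1% oxygen, so the oxygen level of the controls stays unsettled. A figure legend of the paper on the same cell line gives its control a level below that of air, and normoxia is used here as in the labels. According to the methods and the submitters' processing notes, the authors trimmed paired reads, aligned them to mm9 with Bowtie2 2.1.0, kept properly paired reads of high mapping quality, removed duplicates with Picard 1.79 and mitochondrial reads, merged the replicates of a group and called narrow peaks with MACS2, whose version is not given. The deposited fold enrichment is a ratio of summit reads to local background within the same pooled reads. The deposited p-value and q-value columns hold -log10 p and -log10 q of the summit against that background, as the authors' peak caller wrote them, with no scaling between lists. The lowest -log10 q was 1.30 to 1.31 in the 7 lists, which is the level of a q of 0.05 and looser than the threshold the methods give for bulk samples. Peak numbers ran without gaps, so no peak appears to have been removed after calling. The methods describe filtering peaks at mitochondrial-like nuclear sequences and at excluded regions, and no such filter was applied here.

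A peak was a unique interval, and where several summits were listed the summit with the highest -log10 q stood for it. Peaks were compared with bedtools 2.31.1, where any shared base counted as overlap, and intervals for shares were exact (Clopper-Pearson) at 95%. Overlapping or touching peaks of the 7 lists were merged into regions. Genes and sequence came from NCBIM37, the assembly of mm9, with the GENCODE annotation of that build; a promoter was 1 kb on each side of any annotated start of a protein-coding gene. The 15 motifs were fixed consensus sequences, searched on both strands within 100 bp of the summit, with 1 mismatch allowed for p53 only.

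Gained and lost peaks were set against random sets of shared peaks matched on -log10 q in 10 bins (promoters, 10000 sets), and also on GC content in 5 bins (motifs, 1000 sets). A share was called above or below when it lay over percentile 97.5 or under percentile 2.5 of the sets. Each set was drawn with replacement from a resampled pool. This drawing replaced one without replacement after a simulation in which unchanged motifs fell outside the middle 95% in 14.2% of 400 runs, against 5.75% with the drawing used; the motif and promoter values had been seen by then. A planted ratio of 1.50 was recovered as 1.50. Gene lists, 9 with 100 genes in all, were compared with 10000 random lists drawn from the genes with a promoter peak in any list, each as long as the number of genes of the list that had one.

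Depth was recovered from the files: for each summit, the whole number of reads and the background that give both the deposited fold and -log10 p were found, with every summit solved in all 7 lists, and the lowest background of a list was taken as its genome background. On simulated summits over the range of the files, all read numbers were recovered. A detection model, chosen after seeing the data, used these reads to estimate the chance that a list would call a region seen in the other 6. On simulated lists with no difference, normoxia alone lacked 866 regions where the model expected 723, so the model expects too few misses. Planted overlaps, regions and motif sequences were recovered in full on simulated data.

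Relations with hours were tested by exact permutation of the 6 hypoxia lists, two-sided, with Benjamini-Hochberg adjustment within each family, and the relation of similarity with the difference in hours by permuting the list labels. In simulation with no relation, 4.00% of 100 runs had a p under 0.05. Alternatives to each choice were listed before the data were examined: stricter -log10 q thresholds of 2 and 5, the 20000 strongest peaks of every list, the 10000 strongest peaks against the full other list, overlap of 50%, autosomes only, peaks within 200 bp merged, summits within 250 bp, a promoter distance of 5 kb, a distance of 10 kb from the gene body, the whole peak searched for motifs, matching without GC, and leaving out each hypoxia list. The named regions were the 10 in all 6 hypoxia lists and not in normoxia with the best mean rank of -log10 q, the 10 in normoxia alone with the highest -log10 q, the strongest peak of each list, and the genes of the fixed lists whose promoter peak differed between normoxia and a hypoxia list. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. Read counts per replicate were not among the files, so differential accessibility and motif deviations as in the study were not analysed here.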

Results

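Open chromatin was measured by bulk ATAC-seq, which marks accessible DNA by transposase insertion, in 4T1 cells, a mouse mammary tumor line. The 14 samples formed 7 groups of 2 replicates: cells kept in normoxia and cells kept at 1% oxygen for 6, 12 or 24 h or for 36, 48 or 72 h. The data used here are 7 peak lists, each called on the pooled reads of both replicates of a group. No value below therefore has a replicate error, and these lists allowed no test between conditions. The lists held 60070 peaks in normoxia and 49006, 81732, 71656, 62695, 74284 and 64083 peaks in the hypoxia lists, from the shortest to the longest time. Read totals were not among the files used here. The genome background recovered from the peak statistics was 0.926 reads per summit window in normoxia and 3.25, 2.34, 1.85, 2.22, 2.52 and 2.52 reads in the hypoxia lists, in the same order. In the regions shared by all 7 lists the median summit stood 28.1-fold over that background in normoxia, and 9.53-fold at 6 h, 22.2-fold at 12 h, 21.7-fold at 24 h, 15.3-fold at 36 h, 18.3-fold at 48 h and 13.9-fold at 72 h. The strongest peak was near Gm10222 on chromosome 1 in normoxia (-log10 q 146), in an intron of Chl1 on chromosome 6 at 6, 48 and 72 h (-log10 q 160, 178 and 166), and near 4930467E23Rik on chromosome 8 at 12, 24 and 36 h (-log10 q 176, 171 and 166). These 3 regions had a peak in all 7 lists. They were not checked against the sequences that the study's methods describe filtering out.

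**Figure D1:**
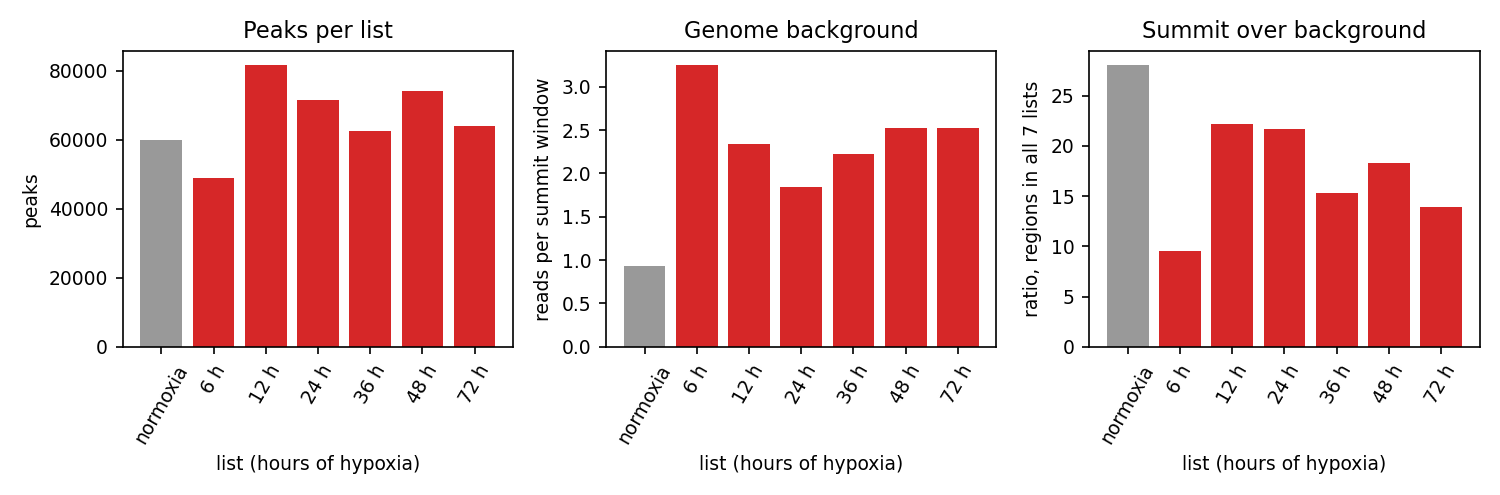
Peaks per list (left, number), genome background (middle, reads per summit window) and median summit over background in the regions of all 7 lists (right, ratio), with normoxia in grey and the hypoxia times in red. Normoxia had the lowest background, 0.926 reads, and the 6 h list the highest, 3.25 reads.

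The study used the time course to ask whether hypoxia itself, rather than another stimulus in the tumor, changes access at motifs followed in tumor cells. Here the peaks of each length of hypoxia were compared with those of normoxia. Among the 10000 strongest peaks of the 72 h list, 16 had no peak anywhere in the full normoxia list. A peak 22210 bp from the start of Flt1, which encodes a receptor for vascular endothelial growth factor, had the highest -log10 q of these, 47.5, with 63 summit reads and a fold enrichment of 12.3 (chromosome 5, 148559461 to 148560071, mm9). Others lay in introns of Ghr, the growth hormone receptor gene, and of Prdm2, St14 and Sgpp2, and 34912 bp from the start of Tfpi, which encodes an inhibitor of the tissue factor pathway. The same measure gave 6 peaks at 6 h, near or in Fbxw4, Stmn2, Vmn1r77, Car10, Csnk1d and Tmem125, 0 at 12 h, 1 at 24 h in an Immp2l intron, 1 at 36 h in an intron of 4930533K18Rik, and 2 at 48 h, in the same Immp2l intron and 433452 bp from the start of Nfib. In the other direction, a normoxia peak 12371 bp from the start of Bpifb9b (chromosome 2, 154120415 to 154120773, mm9; -log10 q 28.3) was also called at 6, 12 and 24 h and was missing at 36, 48 and 72 h. A strong normoxia peak 13100 bp from the start of Pold4, a DNA polymerase delta subunit gene, was missing at 72 h only (-log10 q 38.6). Of the 10000 strongest normoxia peaks, 2 had no peak at 6 h, in introns of Mzt1 and Evi5, 0 at 12 and 24 h, 2 at 36 h, near Fbxo28 and Bpifb9b, 1 at 48 h, near Bpifb9b, and 2 at 72 h, near Pold4 and Bpifb9b. These strong peaks were chosen after their values were seen, apart from those near Flt1, Col12a1 and Arrdc3 and in Immp2l and 4930533K18Rik, which a rule fixed before the data were examined also named.

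Over the full lists, peaks of a hypoxia list without a normoxia peak, called gained here, made up 14.2% of the 6 h list (95% exact binomial interval 13.9% to 14.5%), 34.6% at 12 h, 28.9% at 24 h, 24.2% at 36 h, 30.7% at 48 h and 27.9% at 72 h. Normoxia peaks without a peak in a hypoxia list, called lost, made up 30.4% of the normoxia list at 6 h (30.1% to 30.8%), 8.93% at 12 h, 14.1% at 24 h, 20.6% at 36 h, 13.1% at 48 h and 22.9% at 72 h. The intervals cover counting error only. The 30 ordered pairs of hypoxia lists gave shares from 5.25% to 44.8% with a median of 20.1%, so the gained and lost shares lay within the range between hypoxia lists. With the 20000 strongest peaks of every list the order of the times changed: gained shares ran from 16.2% at 12 h to 21.8% at 72 h, and lost shares from 16.0% at 12 h to 21.8% at 72 h. Both lists of a comparison were cut for this. A gained peak there lacked a peak among the 20000 strongest of normoxia, and could have a weaker one in the full list.

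**Figure D2:**
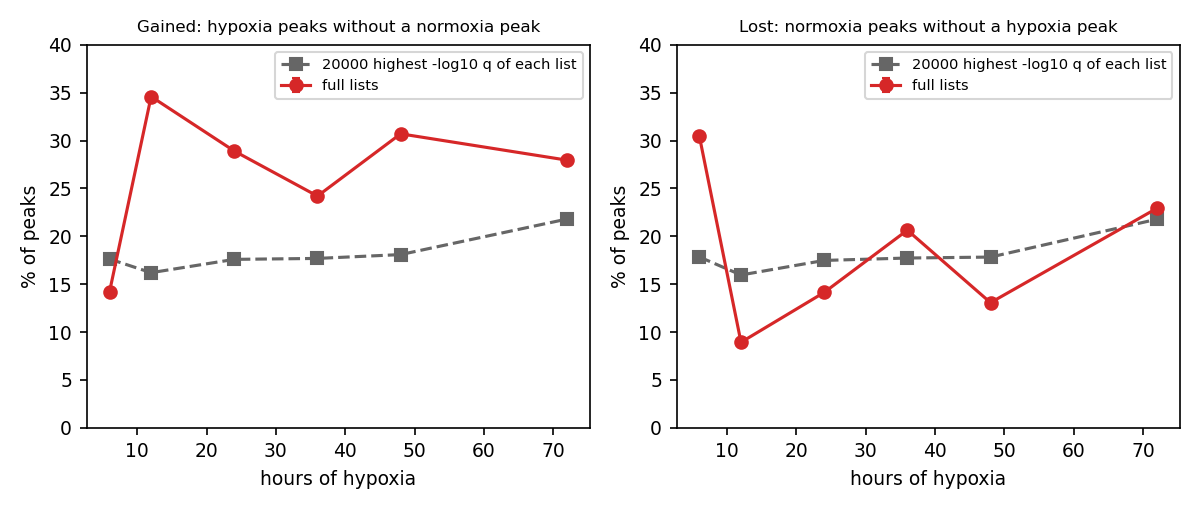
Share of hypoxia peaks without a normoxia peak (left) and of normoxia peaks without a hypoxia peak (right) against hours of hypoxia, in percent, for the full lists (red circles, with exact binomial 95% intervals smaller than the symbols) and for the 20000 strongest peaks of each list (grey squares). In the grey series a peak counted as absent when the other list had none among its own 20000 strongest. With equal list lengths both shares were highest at 72 h, at 21.8%.

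Regions open at every hypoxia time and not called in normoxia were counted after merging the 7 lists. The leading region by mean rank of -log10 q lay in an intron of 4930533K18Rik (chromosome 10, 70340242 to 70341217, mm9), with -log10 q from 12.9 to 35.4 over the 6 hypoxia lists. It was followed by regions 133637 bp from the start of Col12a1, a collagen gene (15.5 to 32.5), 28141 bp from Klhl31 (6.32 to 35.2), in an Immp2l intron whose nearest start is that of Lrrn3 (7.85 to 45.9), and in an intron of Trim3 (9.55 to 32.4). The rest of the first 10 lay near Arrdc3, Vmn2r3 and Flt1 and in introns of Masp1 and Spef2. The region near Flt1 held HIF, E2F, CEBP and NFY sequences within 100 bp of its summit and ranged from a -log10 q of 6.73 to 47.5. Over the 6 times, HIF sequences were in 18.6% to 22.5% of all gained peaks and NFY in 23.3% to 24.5%. CEBP sequences were in 8.8% to 11.1% and E2F in 0.62% to 0.95%. A HIF or NFY sequence alone therefore does not set a region apart. From the summit reads of the hypoxia lists, these 10 regions had 19.6 to 29.8 expected reads in normoxia.

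In all, 1630 of 108795 regions had a peak in all 6 hypoxia lists and none in normoxia, and 36113 regions (33.2%) had a peak in all 7 lists. Taking each hypoxia list in turn as the list that lacks the region gave 4295 regions for 6 h, 46 for 12 h, 279 for 24 h, 770 for 36 h, 114 for 48 h and 1540 for 72 h, so normoxia ranked second among the 7 lists. At a -log10 q of 5 or more it lacked 1281, behind 6 h with 2999 and 72 h with 1320. At equal list lengths of 20000 peaks normoxia alone lacked 515 regions and the 72 h list alone 685. Without the 6 h list, 3916 regions were in every other hypoxia list and not in normoxia.

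Other regions were called in normoxia and at no hypoxia time. The leading one by -log10 q, 676167 bp from the start of Cntnap5a (chromosome 1, 116905002 to 116905316, mm9), and a region 28195 bp from the start of 1500001M20Rik had a -log10 q of 10.5 each with 14 summit reads. A region 43795 bp from the start of Cd44, which encodes the hyaluronan receptor, reached 10.1, and a region in a 4930412B13Rik intron whose nearest start is that of Thbs1, the thrombospondin gene, reached 9.34. The other 6 lay in introns of Mast4, Nrg2 and Sez6l or near Rgs8, Fsip1 and Psmd7. There were 2987 such regions, against 1478 found at 6 h alone, 8579 at 12 h, 4370 at 24 h, 2993 at 36 h, 4471 at 48 h and 4099 at 72 h.

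Most promoters of known hypoxia genes were already open in normoxia. Of 32 HIF target genes, 27 had a peak within 1 kb of a transcription start in all 7 lists, among them Slc2a1, Pgk1, Ldha, Vegfa, Bnip3 and Egln3. Car9, the carbonic anhydrase gene induced by HIF, had no promoter peak in normoxia or at 6 h and had at least 1 from 12 h to 72 h, at 3 sites near its 7 annotated starts. Over the first start the -log10 q was 6.29 at 12 h, 1.97 at 36 h, 7.25 at 48 h and 6.38 at 72 h, with no peak at 24 h. At an internal site (chromosome 4, 43521513 to 43521901 at 24 h, mm9) it was 4.16, 2.57, 4.28 and 10.7 at 24, 36, 48 and 72 h, with no peak at 12 h. A weak peak between these sites (-log10 q 1.35) was called at 12 h only. P4ha2, which encodes a collagen prolyl hydroxylase subunit, had a promoter peak at all 6 hypoxia times and none in normoxia, with a -log10 q of 4.97 at 24 h to 13.8 at 48 h. Adm, Lox and Slc16a3 had no promoter peak in any list. From the highest reads at any Car9 start in the other lists, a Car9 peak had an estimated chance of 0.972 of being called in normoxia and of 0.648 at 6 h, and the estimate runs high. The 2 new genes of this list compare with a mean of 3.29 in 10000 random lists of 29 genes with a promoter peak in any list, the number of HIF targets that had one (percentile 24.6).

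**Figure D3:**
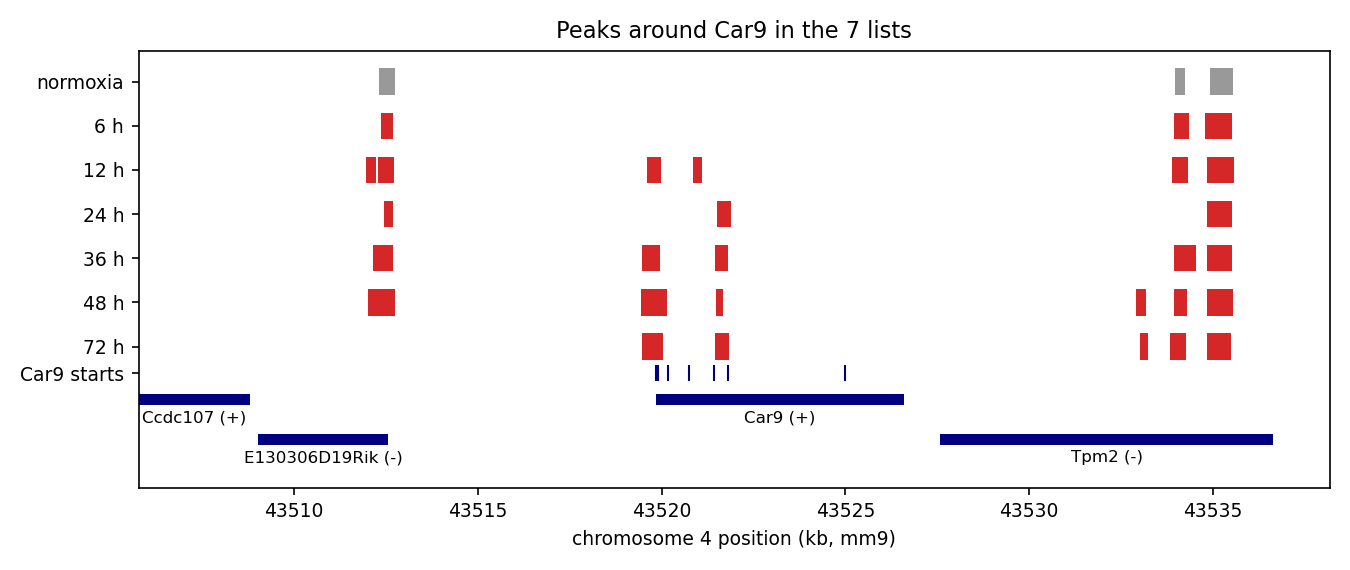
Peaks (bars) on chromosome 4 around Car9 in the 7 lists, normoxia in grey and hypoxia times in red, with the annotated genes and the 7 annotated Car9 starts in blue; the axis is the mm9 position in kb. Peaks near Car9 starts appear from 12 h on, while the Tpm2 peak farthest from Car9 is present in all 7 lists.

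Over all 9 fixed lists, 9 of 100 genes had a promoter peak in 1 or more hypoxia lists and none in normoxia, and 0 had a promoter peak in normoxia that was missing at a hypoxia time. Besides Car9 and P4ha2 these were Fosb, an AP-1 subunit gene, at all 6 times (-log10 q 5.30 to 9.78), Epas1, which encodes HIF-2α, at 6, 24 and 36 h, Pitx1 at 12, 36 and 48 h, and 4 markers of other cell types: Col1a1 from 12 h on, Pecam1 at 12, 36 and 48 h, Lyz2 at 36 h and Sfpi1 at 48 h. The Pecam1 peaks at 12 and 48 h lay inside the gene, 936 and 974 bp from an annotated start. The 36 h peak lay at another site, near the 5' end. The Pitx1 peaks at 36 and 48 h also lay inside the gene. Only 2 of the 7 immune genes, Lyz2 and Sfpi1, and 4 of the 7 fibroblast and endothelial genes had a promoter peak in any list. Random lists of that many genes had a mean of 0.230 and 0.459 new genes, against 2 in each list (percentiles 99.3 and 96.3). Genes without a promoter peak in any list were left out of this comparison. Lyz2, Sfpi1, Col1a1 and Pecam1 entered it only through the peaks that made them new. The percentiles therefore cannot show whether such markers open more often than other genes. The immune result rests on 1 peak per gene, with a -log10 q of 4.60 for Lyz2 and 4.31 for Sfpi1. At a -log10 q of 5 or more neither was a new gene, while Col1a1 and Pecam1 still were. For Pecam1 this rests on the internal 12 h peak alone, with a -log10 q of 10.7. The percentiles of the other lists were 16.7 for stress, 13.5 for cell cycle, 16.9 for epithelial, 24.3 for mesenchymal and 62.3 for AP-1 genes and 88.5 for the factors the study discusses. All 9 stress genes and all 11 cell cycle genes had a promoter peak in all 7 lists, as did 9 of 10 epithelial genes, 6 of 8 mesenchymal genes, 6 of 7 AP-1 genes and 5 of the 9 factors the study discusses. Genome-wide, 10393 of 22238 protein-coding genes had a promoter peak in all 7 lists, 99 at all 6 hypoxia times and not in normoxia, and 52 in normoxia alone. The 6 h list alone lacked 226 genes and the 72 h list alone 154. Counted as for the fixed lists, 1469 genes had a promoter peak in 1 or more hypoxia lists and none in normoxia. For 986 genes a promoter peak in normoxia was missing in 1 or more hypoxia lists. The list genes depended on the peaks counted. Peaks with a -log10 q of 5 or more gave 7 new genes, with 6 missing at a hypoxia time. Any peak within 10 kb of the gene body gave 4 new genes, Cd3e, Cdh2, Pitx1 and Slc16a3, with 6 missing at a hypoxia time and Car9 in all 7 lists. The 20000 strongest peaks of each list gave 7 new genes, Egln1, Egln3, Foxp1, Grhl2, Stc2, Tpi1 and Xbp1, with 20 missing and no Car9 promoter peak in any list. All 7 of these genes had a promoter peak in the full normoxia list, so they were new only among the strongest peaks.

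The study followed transcription factor motifs through hypoxia, which was done here as the share of peaks with a motif within 100 bp of the summit, against shared peaks matched on -log10 q and GC content. The CTCF motif, bound by the insulator protein CTCF, was in 5.54% of the peaks lost at 6 h against 2.46% of matched peaks, a ratio of 2.25, and its ratio in lost peaks was 1.80, 1.75, 1.66, 1.39 and 1.44 at 12, 24, 36, 48 and 72 h. In gained peaks the CTCF ratio was 0.467 to 0.645. The HIF motif was also below the matched sets in gained peaks at all 6 times, with ratios from 0.820 to 0.929, as was TEAD, with 0.616 to 0.912. In lost peaks the AP-1 motif (0.661 to 0.836) and the CEBP motif (0.783 to 0.886) were below the matched sets at all 6 times. The CEBP ratio in gained peaks was above them at 3 times, at 1.14 at 36 h, 1.19 at 48 h and 1.27 at 72 h, and no motif of the 15 was above them at all 6. With the whole peak searched, CEBP in gained peaks was above the matched sets at 1 time and below them at 2. Among the 20000 strongest peaks of each list, TEAD and ETS in gained peaks and CTCF and AP-1 in lost peaks were on the same side at all 6 times. HIF in gained peaks was then below the matched sets at 3 times, CTCF in gained peaks at 2 and CEBP in lost peaks at 2. At a -log10 q of 5 or more, HIF was the only motif below the matched sets at all 6 times in gained peaks, and CTCF stayed above them at all 6 in lost peaks. The 6 comparisons share the normoxia list, so they are not independent of each other. In regions found in 1 list alone, AP-1 had a ratio of 0.451 in normoxia and 0.328 to 0.864 in the hypoxia lists. For HIF it was 0.949 and 0.635 to 0.880. The 12 h AP-1 ratio and the normoxia HIF ratio lay within the matched sets, and matching was limited in most lists. Low AP-1 and HIF ratios were therefore not specific to the comparison with normoxia. The sets were not matched on promoter share, which also differed.

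Over the 6 times, the E2F ratio in gained peaks fell with hours of hypoxia, from 0.860 at 6 h to 0.620 at 72 h (Pearson r = -0.991, exact permutation p = 0.00139, adjusted p = 0.0208; Spearman rho = -1, exact p = 0.00278, adjusted p = 0.0417; two-sided, n = 6; 30 relations; r = -0.995 without 6 and 72 h). The FOX ratio in lost peaks fell from 1.02 to 0.894 (r = -0.949, exact permutation p = 0.00139, adjusted p = 0.0208; rho = -1, exact p = 0.00278, adjusted p = 0.0417; r = -0.970 without 6 and 72 h). The other 28 relations had adjusted p-values above 0.05. All 30 were computed after the ratios had been seen, and none was tried with the alternatives. The FOX ratio was below the matched sets at 72 h only and the E2F ratio at 3 times; the other ratios of these 2 motifs in the trends lay within them. The E2F motif was in 0.620% of gained peaks at 72 h, which is 111 peaks. The study reports that access at Foxp1 and E2f3 motifs rose with longer hypoxia, measured as motif deviations. The share of gained or lost peaks with a motif is a different measure, and the trends were not compared.

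**Figure D4:**
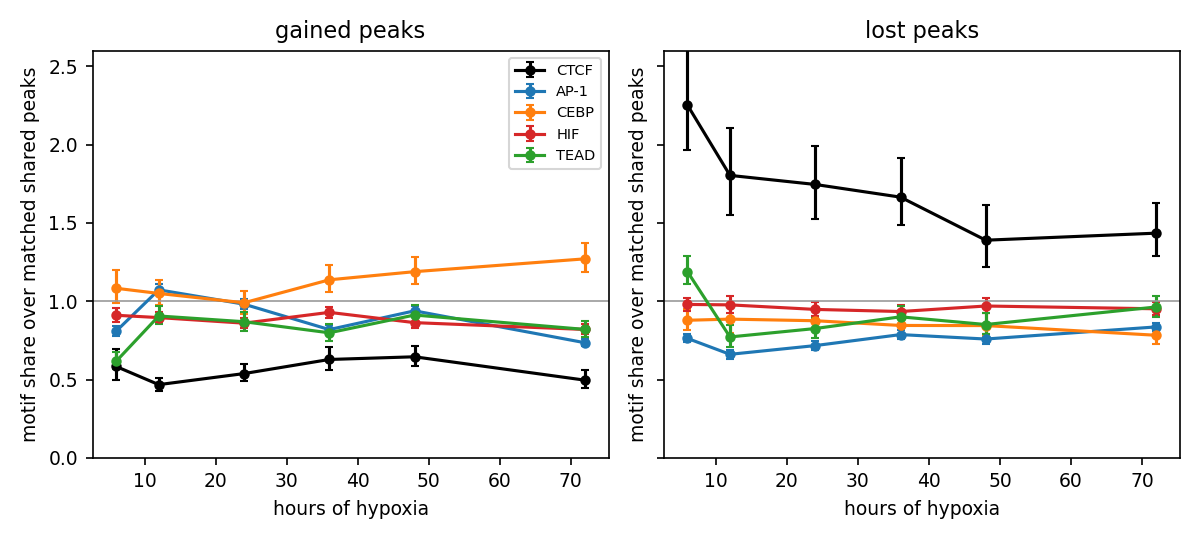
Share of peaks with a motif over the share in matched shared peaks (ratio) against hours of hypoxia, for gained peaks (left) and lost peaks (right) and 5 motifs by color; bars span the ratios to the middle 95% of 1000 matched sets. CTCF lies above 1 at all 6 times in lost peaks and below 1 at all 6 times in gained peaks.

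Promoters held fewer of the gained and lost peaks than of matched shared peaks. Peaks within 1 kb of a transcription start made up 12.3% of the gained peaks at 6 h (11.6% to 13.1%) and 7.48% to 10.2% at the other times, below the matched sets at all 6. They made up 6.95% to 8.82% of the lost peaks, also below at all 6. With the 20000 strongest peaks of each list, the promoter share of lost peaks was below the matched sets at 3 times and above them at 1. By chromosome, gained peaks were 1.09 to 1.22 times as frequent on chromosome 1 as shared peaks were, and less frequent on chromosome 7 (0.843 to 0.909) and chromosome 17 (0.832 to 0.881). Gained peaks were also more frequent at all 6 times on chromosomes 3 (1.01 to 1.13), 9 (1.01 to 1.14) and 12 (1.05 to 1.21). Lost peaks were less frequent on chromosome 7 (0.830 to 0.955), chromosome 18 (0.872 to 0.997) and chromosome 19 (0.812 to 0.914).

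The normoxia list resembled the hypoxia lists about as much as these resembled each other. The Jaccard index of covered base pairs was 0.588 ± 0.0160 (SD, n = 6 pairs) between normoxia and hypoxia lists and 0.598 ± 0.0471 (SD, n = 15 pairs) among hypoxia lists. It was highest between 12 and 24 h, 0.661, and lowest between 6 and 12 h, 0.509. Similarity did not follow the difference in hours in the full lists (r = -0.252, exact permutation p = 0.446, two-sided, 6 lists). With the 20000 strongest peaks of each list it fell with the difference in hours (r = -0.699, exact permutation p = 0.00556). That relation did not pass the test without the 72 h list (r = -0.325, exact permutation p = 0.317, 5 lists). Peak number, gained share and lost share had no relation with hours that passed the test: r = 0.0843, 0.294 and 0.0161 with exact permutation p = 0.876, 0.579 and 0.978 (each adjusted p = 0.978), rho = 0.143, 0.143 and -0.0286 with exact p = 0.803, 0.803 and 1.00 (each adjusted p = 1.00), and r = -0.514, -0.490 and 0.503 without 6 and 72 h (two-sided, n = 6, 3 relations).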

Values the study reported

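Relative to normoxic cells, the study counted 635 sites that had gained access after 6 h at low oxygen and over 1000 after 72 h. About 20 to 70 DNA elements lost access over the time course. It listed 755 transcription factor motifs whose accessibility differed significantly.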

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

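All comparisons of times in this part, and the tests of the 1630 regions missing in normoxia, were chosen only after the results were seen; the tests of the CTCF motif and of the similarity of lists were written down before their outcome was known, but the ranges, the values with a list left out and the regions found in or missing from 1 list alone were added after.

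In some motifs the ratio to matched peaks lay above the matched sets at 1 time and below them at another; the difference between times was not tested. The AP-1 ratio in gained peaks was 1.07 at 12 h and 0.735 at 72 h. The RUNX ratio in gained peaks was 1.08 at 72 h and 0.867 at 24 h. The TEAD ratio in lost peaks was 1.19 at 6 h and 0.772 at 12 h. The RUNX ratio in lost peaks was 1.09 at 48 h and 0.891 at 6 h.

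The CTCF motif was frequent in peaks lost in hypoxia, with ratios from 1.39 to 2.25. Over the 30 ordered pairs of hypoxia lists the relation of the CTCF ratio with signal over background was r = 0.361 (exact permutation p = 0.367, 6 lists), and the lost-peak ratios lay a median of 2.58 residual SD above that line but ranged from 1.55 to 3.39, so signal over background stays open. The highest CTCF ratio among those 30 pairs was 1.33 and the lowest lost-peak ratio in the same calculation was 1.39, whose range over matched sets reached down to 1.22; for gained peaks the median distance from the same line was -1.83 residual SD and the lowest ratio between hypoxia lists was 0.574. Regions found in 1 list alone set normoxia apart, with a CTCF ratio of 2.14 against 0.307 to 0.945 in the hypoxia lists. Matching was limited on both sides: 43.4% of the normoxia regions lay in matching bins with enough regions to draw from. That share was 86.3% at 6 h and 7.26% to 39.8% at the other hypoxia times. Regions missing in 1 hypoxia list alone went both ways, above matched regions for 6 h (1.26), 24 h (1.86) and 36 h and below them for 72 h (0.526). A difference between lists unrelated to normoxia therefore stays open too. A change in CTCF sites during hypoxia remains open, as untested.

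The 1630 regions in all 6 hypoxia lists and not in normoxia were 18.1 times the 90.3 expected at the depth of the normoxia list, and 930 of them would be called in normoxia with a chance of 0.99. The highest such ratio of another list was 13.3, for the 12 h list, from 46 regions against 3.46 expected. Other lists thus also differ by more than counting error. Regions missing in 1 list alone though callable there with a chance of 0.99 numbered 42 at 12 h. The highest such number in a hypoxia list was 433, at 72 h, against 930 in normoxia. Depth as part of the cause stays open, because the model assumes that all lists share 1 read profile and that only counting error separates them, and it expects too few misses. With equal list lengths normoxia alone lacked 515 regions and the 72 h list 685, so a difference between lists unrelated to hypoxia cannot be told apart from an effect of hypoxia, because each condition is 1 pooled list.

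With equal list lengths, similarity fell with the difference in hours. Given the difference in signal over background the partial correlation was -0.843 (exact permutation p = 0.00833, 6 lists; -0.615 to -0.970 with any 1 list left out), which argues against signal over background as the whole cause. Without the 72 h list the correlation was -0.325 (exact permutation p = 0.317, 5 lists), so the 72 h list may account for much of it. A gradual change with hours remains open, as untested beyond these 6 lists.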

How the results depend on the processing

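The count by chance of detection, the drawing of matched sets without replacement and the share trends without the 72 h list were chosen only after the results were seen; all other alternatives were listed before the data were examined. No paired analysis was possible because each list used here pools its 2 replicates. Of the alternative values of results that answer a comparison, 99 stayed within their range, 61 moved and 3 became stronger; of those for single motifs, 99 stayed and 51 moved. No motif on the same side of the matched sets at all 6 times had a median ratio that crossed 1. Others did, among them AP-1 (0.879 to 1.05) and p53 (1.43 to 0.310) in gained peaks and HIF (0.961 to 1.03) in lost peaks with the 20000 strongest peaks, and E2F in lost peaks (1.08 to 0.857) and CEBP in gained peaks (1.11 to 0.994) with the whole peak searched. The cause was not tested except where fewer peaks enter by construction, as with a stricter threshold, the 20000 or the 10000 strongest peaks. The depth of the lists limits what absence means: a region near the calling threshold can be missing from a list by chance.

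At a -log10 q of 5 or more, gained peaks numbered 4334, 13213, 8876 and 11268 at 6, 24, 36 and 72 h, and lost peaks 11525, 2593, 5129, 7854, 3740 and 8847 at the 6 times in order; 1234 regions were in normoxia alone, the mean Jaccard index of normoxia with hypoxia was 0.608, the median promoter share of lost peaks 10.6%, 1 motif, HIF, was below the matched sets at all 6 times in gained and 1, AP-1, in lost peaks, and 6 list genes had a promoter peak missing at a hypoxia time.

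With the 20000 strongest peaks of each list, gained peaks numbered 3526, 3239, 3518, 3538, 3617 and 4359 and lost peaks 3569, 3192, 3497, 3545, 3566 and 4356 at the 6 times. Peaks and genes counted as absent here when the other list had none among its own 20000 strongest. Regions missing in normoxia alone were 515 and in normoxia alone 874, the mean Jaccard index was 0.626, median promoter shares were 18.0% (gained) and 25.3% (lost), 1 motif was below in lost peaks, and 7 list genes were new in hypoxia and 20 had a missing promoter peak. Correlations with hours became stronger: similarity -0.70, gained share 0.862 and lost share 0.824; without the 72 h list the shares gave 0.606 and 0.433 (exact permutation p = 0.275 and 0.533, n = 5).

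Of the 10000 strongest peaks against the full other list, 6, 0, 1, 1, 2 and 16 were gained and 2, 0, 0, 2, 1 and 2 lost. With 50% reciprocal overlap, 10746 peaks were gained at 6 h and 12039, 13658 and 13479 lost at 12, 24 and 48 h. Leaving out each hypoxia list in turn gave 1683 to 3916 regions in every other hypoxia list and not in normoxia, the highest without the 6 h list, and 3055 to 4180 in normoxia and none of the others; 5022 were in 5 or more hypoxia lists, and 930 would be called in normoxia with a chance of 0.99. In numbers of regions the mean Jaccard index was 0.626. With promoters of 5 kb, median shares were 19.6% (gained) and 19.2% (lost). With the whole peak searched, 6 motifs were below at all 6 times in gained and 5 in lost peaks. Within 10 kb of the gene body, 4 list genes were new in hypoxia and 6 were missing at a hypoxia time.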

Other observations

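The sets of regions that open or close late, the comparison with the 930 regions, and the trends without the 72 h list, were chosen only after the results were seen.

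CEBP sequences, bound by CCAAT/enhancer-binding proteins, were more frequent in regions that open late than in matched regions. In 390 regions absent in normoxia, at 6 h and at 12 h and present at every time from 24 h on, 14.6% had the CEBP motif against 9.09% of matched regions found in all 7 lists, a ratio of 1.61. In 1186 regions called at 48 and 72 h only, the share was 13.2% against 7.86%, a ratio of 1.69, where 52.6% of the regions lay in matching bins with at least as many regions to draw from. AP-1 sequences were less frequent in both sets than in matched regions, with ratios of 0.709 and 0.653, and so were HIF sequences, with 0.691 and 0.744. Both motifs also had ratios below 1 in regions found in 1 list alone, in each of the 7 lists. Their low ratios were therefore not specific to late opening. In 174 regions present to 36 h and absent at 48 and 72 h the CEBP ratio was 0.506, from 8 regions with the motif. An excess was also seen outside the late sets. The 930 regions missing in normoxia alone that it would call with a chance of 0.99 had a CEBP ratio of 1.31. All 1630 regions missing in normoxia alone had a ratio of 1.15, which lay within the matched sets (percentile 94.75). Both late sets need a peak at 72 h. Regions found at 72 h alone had a CEBP ratio of 1.34, with 39.8% in matching bins with enough regions. Regions missing at 72 h alone had a ratio of 0.669. Late opening was therefore not separated from a property of the 72 h list. The late regions were not searched over the whole peak.

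With the 20000 strongest peaks of each list, the gained share rose with hours (r = 0.862, exact permutation p = 0.0208, adjusted p = 0.0417; rho = 0.829, exact p = 0.0583; r = 0.904 without 6 and 72 h) and the lost share did too (r = 0.824, exact permutation p = 0.0472, adjusted p = 0.0472; rho = 0.429, exact p = 0.419; r = 0.867 without 6 and 72 h), both over 6 lists, two-sided, in 2 relations. Without the 72 h list r was 0.606 and 0.433 (exact permutation p = 0.275 and 0.533), so neither trend passed the test without it. With equal list lengths the gained and lost counts were nearly the same, 3526 and 3569 at 6 h and 4359 and 4356 at 72 h. The lost-share trend is therefore not independent of the gained-share trend.

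Peaks on chromosome Y numbered 6 at 12 h, 6 at 24 h, 8 at 36 h and 2 at 72 h, and 0 in the other lists. The counts of sites that gained or lost access in the study rest on read counts per replicate and were not compared with the counts here.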
